A study of Homo sapiens with 6 samples. Its data were reported in "MCM complexes are barriers that restrict cohesin-mediated loop extrusion" (2022).

How the data were processed

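Poly(A)-selected, strand-marking mRNA libraries of HCT116 MCM2-mAID cells were sequenced in paired ends, 3 from cells given auxin and 3 from cells given dimethyl sulfoxide (DMSO), the solvent control. Per the study's methods, reads were assigned by kallisto to human transcripts of the hg38 build, and differences were then tested per transcript with a Wald test in sleuth. The transcript release and the strand setting of the assignment are not given in the sources used here. Each deposited table held, for 1 library, the estimated counts per transcript, the transcript length and the effective length, which is the length corrected by kallisto for the fragment size distribution. The estimated counts deposited by the authors were not normalised and need not be whole, because kallisto divides reads shared by several transcripts between them. Of all values, 45.6% lay within 1e-06 of a whole number. Replicates were not pooled. The resampled estimates that sleuth uses to measure assignment error were not used here, so assignment error enters the tests below only through the spread between libraries.

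Each table listed the same 199240 transcripts. Transcript identifiers, without their version, were looked up in the GENCODE release 44 annotation of hg38, and 178869 of them (89.8%) matched. The matched transcripts held between 96.2% and 96.3% of the estimated counts of each library. The 20371 unmatched transcripts took part in the test of transcripts and were left out of the gene sums, so reads that kallisto shared with them are missing from the genes. Estimated counts were summed over 36415 genes and rounded to whole numbers. TPM values, which are counts divided by effective length and scaled to the same sum in each library, were computed from the deposited estimated counts and effective lengths, because the deposited tables gave no TPM.

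Groups and replicate numbers were taken from the sample labels. The study compared auxin with DMSO at a false discovery rate of 0.1, and the same groups and threshold were used here. Its methods state no model terms, and treatment was the only term here. Genes were tested with the quasi-likelihood test of edgeR 4.0.16 (R 4.3.3) with robust dispersion, TMM normalisation and the default low-count filter (a minimum count of 10 and a minimum total of 15), which kept 15765 genes. Adjusted p denotes the Benjamini-Hochberg value of that test unless another tool is named, and genes with an adjusted p under 0.1 were called changed. Log2 fold changes are auxin minus DMSO and are given with their standard error (SE). Expression levels are CPM, counts scaled by library size and TMM factor, given as the mean with the standard deviation (SD) over 3 libraries. Transcripts were tested in the same way, and the filter kept 78049.

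Before the data were examined, 26 gene lists were fixed: the MCM2-7 subunits, origin licensing, cohesin and CTCF, targets of the aryl hydrocarbon receptor and of p53, cell cycle phases, replication-dependent histones, stress and signalling programmes, ribosomal and mitochondrial mRNAs as signs of RNA quality, and markers of epithelial cells and of other cell types. Lists were compared with all other genes by camera (limma 3.58.1) on voom values with a preset inter-gene correlation of 0.01, 2-sided, with Benjamini-Hochberg adjustment over the 26 lists. Camera was repeated with the correlation estimated for each list. The named genes were also fixed by rule. They comprised MCM2 to MCM7, the 12 largest increases and the 12 largest decreases among called genes with a mean of at least 1 CPM and no overlap between the groups, the 4 members of each list with the smallest p, and up to 3 called transcripts in each direction whose gene was not called. Library depth and detection were compared by 2-sided exact permutation, for which 3 against 3 libraries allow no p below 0.1.

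The tests were tried on simulated counts drawn from the means, library sizes and dispersions of these libraries. In 5 simulations of the gene test with 200 changed genes among 15765, 52.0% of genes changed 1.25-fold were recovered, 75.2% of those changed 1.5-fold, 82.4% of those changed 2-fold and 94.0% of those changed 3-fold. Of the calls, 12.7% were unchanged genes, above the nominal rate. In 3 simulations of the transcript test with 200 changed among 78049, 0% of transcripts changed 1.25-fold were recovered, 1.33% of those changed 1.5-fold, 10.7% of those changed 2-fold and 24.0% of those changed 3-fold, and 15.6% of the calls were unchanged transcripts. The number of simulations was raised from 1 after a first one had given larger shares. The transcript test had little power at this number of libraries. A list of genes shifted 1.3-fold was recovered by camera, and 0 of the other lists were called. Genes were drawn independently of each other in this simulation. It therefore cannot show how often camera with a preset correlation calls unchanged lists whose members are correlated. A length trend added to every gene in each auxin library, and in no DMSO library, gave 1140 false calls among 15765 simulated genes. After the trend was removed, 26 unchanged genes and 147 of the 200 changed genes were called. The trend of the real libraries also differs within groups, so this simulation does not show how well removal works on them.

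Other settings, chosen in advance, were RLE size factors, DESeq2 1.42.0, limma-voom, no low-count filter, a stricter filter (1 CPM in at least 3 libraries), the replicate number as a block, each library left out in turn, offsets for the mean effective transcript length of each gene in each library, limma on log2(TPM + 1) and on log2(TPM + 0.1) for genes with a mean TPM of at least 1, protein-coding genes only, a threshold of 0.05, and a required difference over 1.5-fold. For lists, the estimated correlation and fry were tried, and for transcripts, only genes with 1 kept transcript. Chosen after seeing the data were removal of each library's trend with effective transcript length and GC content (natural splines with 4 degrees of freedom as offsets), a term for replicate 1 against replicates 2 and 3, and replicates 2 and 3 alone. For every pair of libraries, a chi-square per degree of freedom was computed over genes with a summed count of at least 20. The lowest was 5.69 and the highest 28.1, so no pair of libraries agreed within sampling noise.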

Results

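Gene expression was measured in HCT116 cells, an established human colorectal carcinoma line, in which the MCM2 protein carries a mini auxin-inducible degron (mAID). Auxin, here 3-indoleacetic acid at 500 µM, triggers proteasomal degradation of the tagged protein. MCM2 is a subunit of the MCM2-7 complex, the replicative helicase that is loaded at origins in G1 phase. Per the study's methods the cells were synchronised and sorted in G1. There were 3 auxin libraries and 3 DMSO libraries. The comparison asks which mRNAs differ between degron cells given auxin and degron cells given DMSO. All libraries come from cells with the degron, so auxin itself and MCM2 loss cannot be told apart for any gene.

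Auxin libraries held 62.8, 66.8 and 63.9 M estimated counts, and DMSO libraries held 68.4, 52.5 and 63.7 M. The mean depth was 64.5 ± 2.07 M in auxin and 61.5 ± 8.17 M in DMSO (SD, n = 3 each, exact permutation p = 0.8, 2-sided). Genes with at least 1 estimated count numbered 21366 ± 141 in auxin and 21107 ± 315 in DMSO (SD, n = 3 each, exact permutation p = 0.2, where the smallest p possible is 0.1). The study describes the replicates as independent, but neither it nor the labels say whether they were separate cultures, so all p-values measure the spread between these libraries.

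MCM2 mRNA did not differ detectably between the groups. MCM2 (ENSG00000073111.14, chromosome 3, 127598410 to 127622436) stood at 354, 347 and 356 CPM in the auxin libraries and at 367, 343 and 389 CPM in the DMSO libraries. Its log2 fold change was -0.06 (SE 0.05, adjusted p = 0.557). The other subunits had log2 fold changes of -0.01 for MCM3, -0.03 for MCM4, -0.05 for MCM5, -0.01 for MCM6 and -0.10 for MCM7, with SEs between 0.04 and 0.05 and adjusted p between 0.223 and 0.944. With edgeR, 0 of the 6 subunits were called, 1 (MCM7) had an unadjusted p under 0.05, and DESeq2 and limma-voom called 0. With the length and GC trend described below removed, MCM7 was called and the list of 6 lay lower by camera (adjusted p = 0.0341, and 0.538 with an estimated correlation). On the TPM scale the log2 fold changes of MCM2, MCM3, MCM5 and MCM6 were slightly above 0 (0.02, 0.05, 0.03 and 0.01). Because the degron acts on the protein, these mRNA levels do not check the sample labels.

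Across the transcriptome, 1069 of 15765 tested genes changed, with 681 higher and 388 lower in auxin. The changes were mostly small. The median log2 fold change was 0.31 among the genes that were higher and -0.18 among those that were lower, and 107 called genes (90 higher, 17 lower) differed more than 1.5-fold. Among the protein-coding genes that the naming rule selects, the largest increase was that of CYP1A1 (ENSG00000140465.15, chromosome 15, 74719542 to 74725536), a cytochrome P450 that oxidises aromatic hydrocarbons. It stood at 26.2 ± 3.09 CPM in auxin and 1.54 ± 0.196 CPM in DMSO (SD, n = 3 each) (log2 fold change 4.09, SE 0.12, adjusted p = 7.58e-08). CYP1B1, a related cytochrome P450, rose 8.44-fold (log2 3.08, SE 0.21, adjusted p = 0.000653), and AHRR, the repressor of the aryl hydrocarbon receptor, rose 2.97-fold (log2 1.57, SE 0.06, adjusted p = 4.05e-07). AHRR overlaps the read-through gene PDCD6-AHRR on the same strand, and CYP1B1 overlaps RMDN2 on the other strand.

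**Figure D1:**
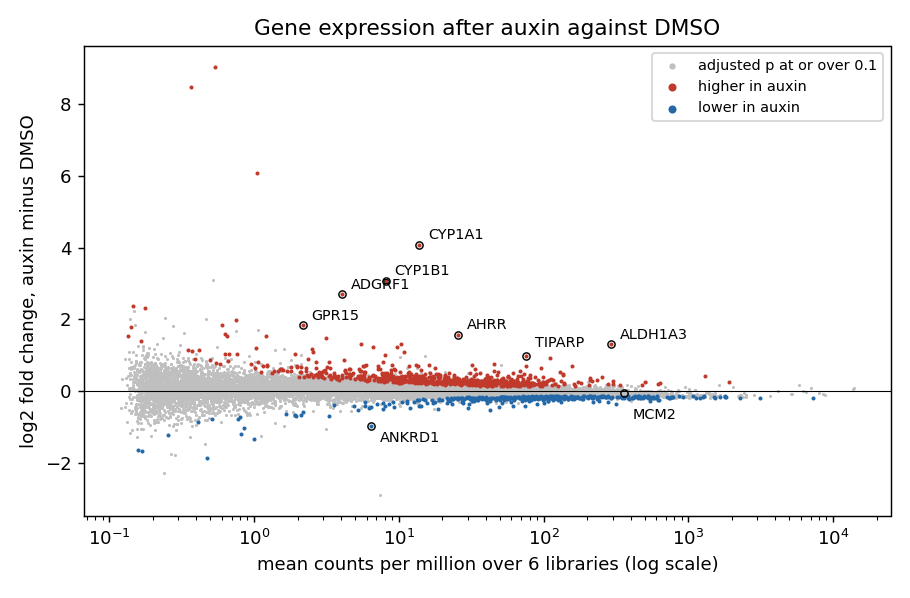
Each point is 1 of 15765 genes, with the mean CPM over 6 libraries on a log axis against the log2 fold change, auxin minus DMSO. Red and blue points are the 681 higher and 388 lower genes at adjusted p under 0.1, grey points the others; CYP1A1 lies at 4.09 and ANKRD1 at -0.97.

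Among the other large increases, ADGRF1, an adhesion G protein-coupled receptor, had a log2 fold change of 2.70 (SE 0.27, adjusted p = 0.00373), and GPR15, a chemoattractant receptor, 1.85 (SE 0.13, adjusted p = 6.93e-05). HECW2, a ubiquitin ligase, rose by 1.48 on the log2 scale, the growth factor carrier FGFBP1 by 1.32, the retinal dehydrogenase ALDH1A3 by 1.32, the deubiquitinase OTUB2 by 1.31 and ATXN1 by 1.22. ALDH1A3 was the most abundant of these, at 415 ± 38.7 CPM in auxin and 166 ± 19.2 CPM in DMSO (SD, n = 3 each). The pseudogenes GTF2IP1 and STAG3L3 met the same rule, but both have near-identical copies between which reads can move. The DMSO libraries held 0, 5 and 0 counts of GTF2IP1 (ENSG00000277053.5) and the auxin libraries 185, 114 and 90, while the overlapping GTF2IP1 lncRNA (ENSG00000290871.1) was not called (log2 fold change -0.13, adjusted p = 0.457). The pseudogene ZNF252P (ENSG00000196922.13), named after its values were seen, was also called (1.07 CPM in auxin, 0 in DMSO, adjusted p = 0.000455) but lay under the mean level that the rule asks for. ATXN1 overlaps the gene ENSG00000288708 on the same strand, so its value is uncertain to that extent.

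Decreases were smaller. ANKRD1, a target of YAP and TGF-beta signalling, fell from 8.55 to 4.35 CPM (means, n = 3 each, log2 fold change -0.97, SE 0.18, adjusted p = 0.0389). Next were ENSG00000285897 at -0.70, ARHGAP11B at -0.68, STK19 at -0.67, BRICD5 at -0.66 and NOX1, an NADPH oxidase of colon epithelium, at -0.63. CARD9, RGS2, SINHCAFP3, P2RY11, GNB1L and AOC3 lay between -0.57 and -0.47 on the log2 scale, with RGS2, a regulator of G protein signalling, at 35.3 CPM in auxin against 50.4 CPM in DMSO. ENSG00000285897 overlaps SUPT4H1 and RNF43, P2RY11 overlaps PPAN-P2RY11, GNB1L overlaps RTL10, NOX1 overlaps the pseudogene HNRNPA1P26 and STK19 overlaps C4A on the same strand, ARHGAP11B has a close paralog and SINHCAFP3 is a pseudogene, so the values of these 7 genes are uncertain.

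The test was edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The count of calls depended on the libraries, on the scaling and on the terms of the model. It was 183 without auxin replicate 2, 336 without auxin replicate 3, 316 without DMSO replicate 2 and 251 without DMSO replicate 3, 1698 with DESeq2, 367 with effective length offsets and 642 on log2(TPM + 1). It was 1566 without DMSO replicate 1, 3863 with a term for replicate 1 against 2 and 3 and 2586 with replicates 2 and 3 alone. With the replicate number as a block it was 4864, the highest count of any setting. The share of calls that were higher in auxin was 63.7%, against 46.3% with DESeq2, 76.6% with effective length offsets, 93.1% on log2(TPM + 1), 93.0% on log2(TPM + 0.1), 53.2% with the replicate 1 term, 50.4% with replicates 2 and 3 alone, 42.1% with each library's length trend removed and 38.3% with its length and GC trend removed. Without 1 library it was 87.4% (auxin replicate 2), 81.8% (auxin replicate 3), 48.0% (DMSO replicate 1) and 80.5% (DMSO replicate 3). Of 83 called genes that the naming rule selects, leaving out 1 library ended between 8 (DMSO replicate 1) and 54 (auxin replicate 2) calls. Of them 20 were lost without auxin replicate 1, 42 without auxin replicate 3, 46 without DMSO replicate 2 and 43 without DMSO replicate 3. With effective length offsets 41 of the 83 were lost, on the TPM scale 26 of 77, with the length trend removed 21 and with the length and GC trend removed 18. CYP1A1, CYP1B1, AHRR, ADGRF1, GPR15, HECW2, FGFBP1, ALDH1A3, OTUB2 and ATXN1 were called under each alternative that gave a value, which for HECW2 leaves out the TPM scale. Of the 12 named decreases, P2RY11, GNB1L and AOC3 were called under each alternative that gave a value, and the other 9, ANKRD1 among them, lost the call in at least 1. Groups did not overlap for 26.7% of tested genes, where chance gives 10% for a single gene. Genes measured in the same libraries are not independent, so this excess does not measure an effect of the treatment.

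Targets of the aryl hydrocarbon receptor, a ligand-activated transcription factor, rose together. Of 14 tested members, 8 rose and 0 fell (9 rose when adjusted over the list alone), with a median log2 fold change of 0.35 (camera adjusted p = 9.14e-10, adjusted p = 0.0758 with an estimated correlation). Besides CYP1A1, CYP1B1, AHRR and ALDH1A3, the members that rose were TIPARP, SERPINB2, EREG and NFE2L2, which are named after their values were seen. TIPARP, an ADP-ribosyltransferase induced by the receptor, stood at 100 ± 9.72 CPM in auxin and 50.4 ± 5.12 CPM in DMSO (SD, n = 3 each, log2 fold change 0.99, adjusted p = 0.00135). AHR itself had a log2 fold change of 0.10 (SE 0.07) and was not called (adjusted p = 0.463).

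**Figure D2:**
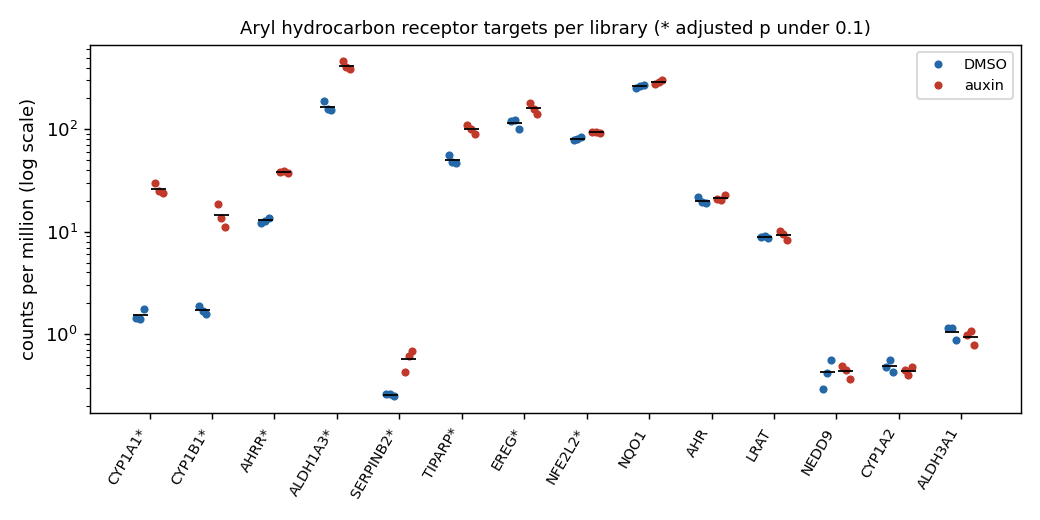
CPM on a log axis for the 14 tested members of the aryl hydrocarbon receptor list, with 1 point per library (3 DMSO in blue, 3 auxin in red) and a line at each group's mean. The 8 members with an asterisk had an adjusted p under 0.1, and in each of them all 3 auxin libraries lay above all 3 DMSO libraries.

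Ribosomal protein mRNAs, a list fixed as a sign of RNA quality, were slightly lower in auxin, as were MYC targets in ribosome biogenesis. All 60 ribosomal protein mRNAs had a log2 fold change below 0 in edgeR (median -0.15), and 18 fell (57 when adjusted over the list alone, camera adjusted p = 2.00e-24, adjusted p = 0.419 with an estimated correlation). RPL28 had a log2 fold change of -0.20 (SE 0.04, adjusted p = 0.0459) and RPS2 one of -0.18 (SE 0.04, adjusted p = 0.0648). Of 30 MYC targets in ribosome biogenesis, 8 fell and 0 rose (20 fell when adjusted over the list alone, median -0.12, camera adjusted p = 3.77e-11, adjusted p = 0.340 with an estimated correlation). Among them were the nucleolar protein NOP56 (-0.24, adjusted p = 0.0202) and MRTO4 (-0.19, adjusted p = 0.0357). DESeq2 called 49 and limma-voom 22 of the 60 ribosomal protein mRNAs, and 16 and 8 of the 30 MYC targets. With the length and GC trend removed, the ribosomal protein median was -0.09 and 2 members were called.

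Of the replication-dependent histones, whose mRNAs mostly lack a poly(A) tail, 5 of 21 tested members fell and 0 rose (8 fell when adjusted over the list alone, median log2 fold change -0.34, camera adjusted p = 6.16e-06, adjusted p = 0.211 with an estimated correlation). The ribosomal protein list, the sign of RNA quality, lay lower as well (median -0.15). H2BC12 fell from 15.8 to 11.8 CPM (log2 fold change -0.41, SE 0.06, adjusted p = 0.00871) and H2AC6 had a log2 fold change of -0.40. Of 21 genes of origin licensing and its control, 3 fell and 0 rose, namely ORC5 at -0.26, CDT1 at -0.19 and GINS3 at -0.19 (5 fell when adjusted over the list alone, camera adjusted p = 0.00738, adjusted p = 0.211 with an estimated correlation). ORC5 is a subunit of the origin recognition complex, CDT1 loads MCM2-7 and GINS3 belongs to the active helicase. Of 37 G1/S and S phase genes, edgeR called 0 (4, all lower, with the length and GC trend removed), while 5 had an unadjusted p under 0.05, DESeq2 called 3 and limma-voom 0. The list as a whole lay slightly lower (median -0.04, camera adjusted p = 0.0210, adjusted p = 0.648 with an estimated correlation). It was not called by fry (adjusted p = 0.307), without auxin replicate 1 (0.131) or without DMSO replicate 3 (0.275).

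In the same direction as the ribosomal protein list (median -0.15), heat shock genes lay lower, with 3 of 15 called, all of them lower, including HSPB1 at -0.20 and the mitochondrial chaperonin HSPE1 at -0.16 (7 when adjusted over the list alone, camera adjusted p = 3.10e-05, adjusted p = 0.211 with an estimated correlation). With the length and GC trend removed, the heat shock median went from -0.11 to -0.13, with 3 members lower. Camera then gave an adjusted p of 1.09e-05, and 0.418 with an estimated correlation. Of 20 TGF-beta and YAP targets, 5 fell and 0 rose (8 fell when adjusted over the list alone, camera adjusted p = 0.0126, adjusted p = 0.596 with an estimated correlation), among them tissue factor F3 at -0.36, ID1 at -0.32 and AMOTL2 at -0.26. Of 16 Wnt targets, 4 fell and 1 rose (5 and 2 when adjusted over the list alone, camera adjusted p = 0.0175, adjusted p = 0.211 with an estimated correlation). The Wnt antagonist DKK1 had a log2 fold change of -0.34, the Wnt receptor ligase RNF43 -0.27 and the feedback inhibitor AXIN2 -0.19, and the transcription factor SOX9 rose by 0.17. With the length and GC trend removed SOX9 had a log2 fold change of 0.09 and was not called (adjusted p = 0.224), and 5 members were called, all lower. Of 30 p53 targets, 3 rose and 0 fell (12 rose when adjusted over the list alone, median 0.08, camera adjusted p = 0.0187, adjusted p = 0.655 with an estimated correlation). They were TP53INP1 at 0.69, the stress cytokine GDF15 at 0.70 and the antiproliferative factor BTG2 at 0.35, and each stayed called with the length and GC trend removed, where the median of the list was 0.02. Fry called neither the TGF-beta and YAP list nor the p53 list (adjusted p = 0.243 for both), and without DMSO replicate 1 camera did not call the p53 list (adjusted p = 0.131).

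**Figure D3:**
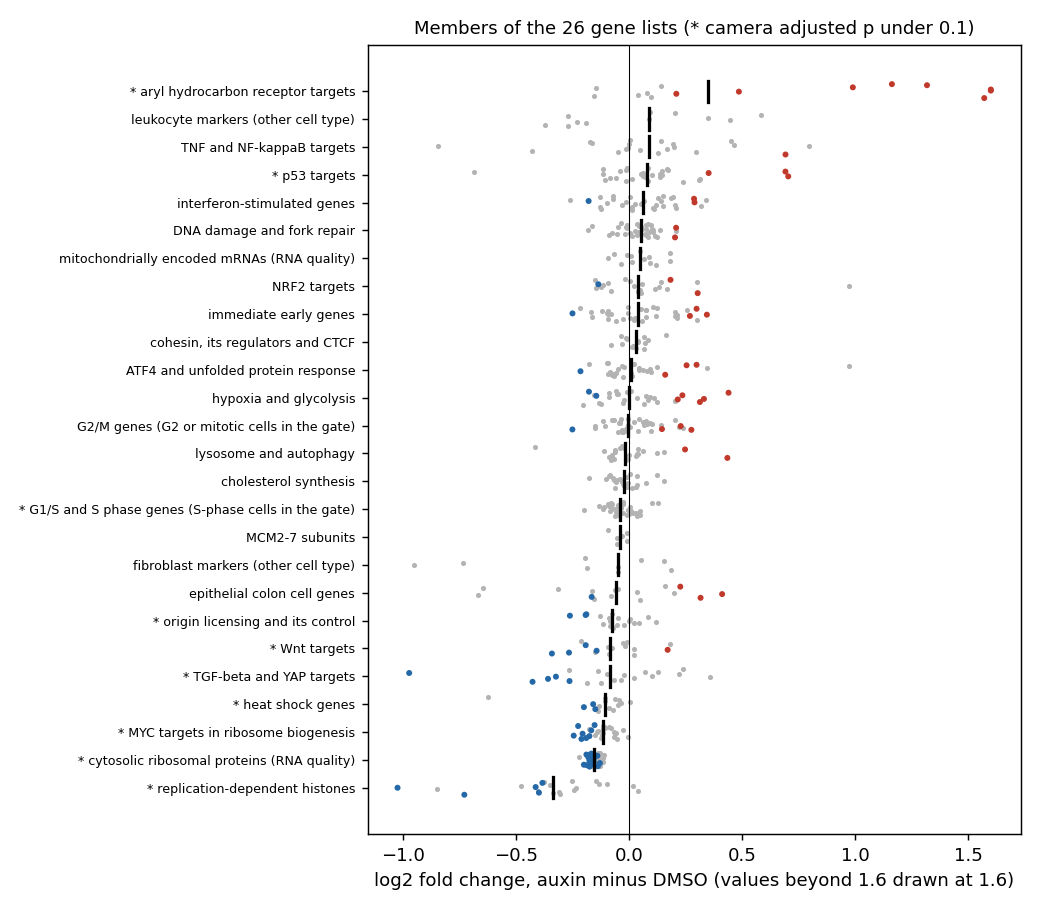
Log2 fold change, auxin minus DMSO, of each tested member of the 26 gene lists, with red and blue points for members higher or lower at adjusted p under 0.1, grey points for the others and a black bar at each median. Medians range from -0.34 for replication-dependent histones to 0.35 for aryl hydrocarbon receptor targets, and the asterisks mark the 10 lists with a camera adjusted p under 0.1 at the preset correlation. With an estimated correlation, only the aryl hydrocarbon receptor targets stayed under 0.1 (camera adjusted p = 0.0758).

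The other 16 lists were not called by camera. Among stress programmes, adjusted p was 0.824 for ATF4 and unfolded protein response (3 of 29 members rose, 1 fell), 0.706 for NRF2 targets (2 of 23 rose, 1 fell) and 0.824 for hypoxia and glycolysis (5 of 28 rose, 2 fell, with NDRG1 at 0.31 and ANGPTL4 at 0.44). It was 0.634 for immediate early genes (3 of 34 rose, 1 fell, with KLF4 at 0.34 and DUSP6 at -0.25), 0.260 for TNF and NF-kappaB targets (1 of 20 rose, BIRC3 at 0.69), 0.326 for interferon-stimulated genes (2 of 32 rose, 1 fell), 0.158 for DNA damage and fork repair (2 of 37 rose, BRCA1 at 0.20 and RNF168 at 0.21, with 0 called and a camera adjusted p of 0.807 once the length and GC trend was removed) and 0.790 for lysosome and autophagy (2 of 24 rose, WIPI1 at 0.43 and ULK1 at 0.25). Of 38 G2/M genes, 3 rose (CDC25B at 0.28, TOP2A at 0.23 and TTK at 0.15) and UBE2S fell, at -0.25 (camera adjusted p = 0.790). Epithelial colon cell genes gave 0.790 (3 of 16 rose, 1 fell). The MCM2-7 subunits gave 0.260, cohesin, its regulators and CTCF 0.630, cholesterol synthesis 0.316, fibroblast markers 0.260, leukocyte markers 0.824 and mitochondrially encoded mRNAs 0.634, each with 0 members called by edgeR. Unadjusted p was under 0.05 for 1, 1, 3, 3, 1 and 0 members in that order, DESeq2 called 0, 1, 0, 0, 0 and 0, and limma-voom 0 in each. With the length and GC trend removed, cholesterol synthesis (adjusted p = 0.0676) and mitochondrially encoded mRNAs (adjusted p = 0.00123) were called as well, but not with an estimated correlation (adjusted p = 0.439 and 0.460). The G2/M list was called higher without DMSO replicate 1 (adjusted p = 0.0113) or auxin replicate 3 (0.0790) and lower without auxin replicate 1 (0.0600). The DNA damage list was called without auxin replicate 1 (adjusted p = 0.0611) or DMSO replicate 1 (0.0779), cholesterol synthesis without DMSO replicate 1 (0.0766), the MCM2-7 subunits without DMSO replicate 2 (0.0338), and TNF and NF-kappaB targets by fry (0.0294) and with the stricter count filter (0.0819). Median, mean or test differed in sign for the G2/M, ATF4, hypoxia and lysosome lists.

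Fold changes followed transcript length. Across 15765 genes, which are not independent replicates, the Spearman correlation of the log2 fold change with mean effective transcript length was 0.298. Genes in the shortest quintile (median effective length 745 bases) had a median log2 fold change of -0.07, with 16 genes higher and 154 lower, and those in the longest (4850 bases) one of 0.09, with 356 higher and 14 lower. The trend belonged to single libraries as well as to groups. The correlation of each library's deviation from the mean with length was 0.406, 0.305 and 0.0948 in auxin and 0.0543, -0.367 and -0.440 in DMSO (means 0.269 ± 0.159 and -0.251 ± 0.267, SD, n = 3 each, exact permutation p = 0.1, the smallest possible). Median effective lengths were 467 bases for the ribosomal protein list and 742 bases for the histone list, which are short, and 3084 bases for the aryl hydrocarbon receptor list. Removal of the length and GC trend also moved the median log2 fold change of all tested genes, from 0.01 to -0.02. Part of a change in a list median or in the share of higher calls can therefore come from this shift. With the length and GC trend removed, list medians were -0.26 for histones, -0.16 for MYC targets (12 members lower), -0.14 for Wnt targets, -0.10 for TGF-beta and YAP targets (7 lower), -0.08 for origin licensing (6 lower), -0.06 for G1/S genes, -0.05 for cohesin and CTCF (0.03 before) and 0.00 for DNA damage and fork repair (0.05 before). Calls among G2/M genes went to 1 higher and 1 lower, among interferon-stimulated genes to 0 higher and 1 lower, and among NRF2 targets to 2 higher and 3 lower. They went to 3 higher and 2 lower among immediate early genes, 2 higher and 1 lower among ATF4 and unfolded protein response genes, 4 higher and 3 lower among hypoxia and glycolysis genes, 2 higher and 1 lower among epithelial genes, 1 higher among lysosome genes, 2 lower among cholesterol synthesis genes and 1 lower among cohesin genes and CTCF.

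**Figure D4:**
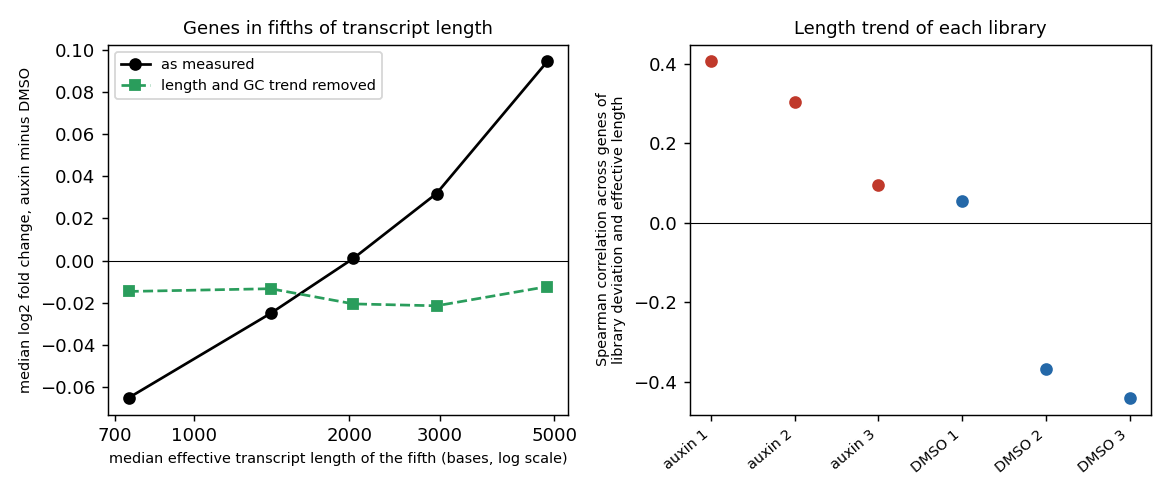
Left, median log2 fold change of genes in quintiles of effective transcript length (log axis), as measured (black circles) and with each library's length and GC trend removed (green squares); the measured median goes from -0.07 to 0.09. Right, Spearman correlation across genes of each library's deviation with effective length, from 0.406 in auxin replicate 1 to -0.440 in DMSO replicate 3.

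At the level of single transcripts, the unit the study tested, 2 of 78049 tested transcripts were called by edgeR, while 5127 had an unadjusted p under 0.05. AHRR transcript ENST00000684583.1 rose from 11.2 ± 0.717 to 32.3 ± 1.41 CPM (SD, n = 3 each, log2 fold change 1.53, SE 0.07, adjusted p = 0.0398). APC2 transcript ENST00000590469.6 fell from 2.60 ± 0.576 to 0.0769 ± 0.00304 CPM (SD, n = 3 each, log2 fold change -5.04, SE 0.28, adjusted p = 0.0449), while the APC2 gene as a whole (chromosome 19, 1446302 to 1473244) did not pass the test (log2 fold change -0.03, adjusted p = 0.903). The common biological coefficient of variation was 41.2% for transcripts and 6.30% for genes. DESeq2 called 1030 transcripts (545 higher, 485 lower), limma-voom 8, the stricter count filter 29, no filter 6 and genes with 1 kept transcript 24. The main test called 1 without DMSO replicate 1 and 0 without each of the other libraries.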

Values the study reported

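The study reported 229 genes as differentially expressed in HCT116 cells after acute degradation of MCM. In its analysis of contacts around promoters, 164 genes were counted as upregulated and 65 as downregulated.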

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

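Removal of the length and GC trend, the term for replicate 1 against 2 and 3, and the fits of replicates 2 and 3 alone were chosen after seeing the data, and the other alternatives were planned. The cause of the differences below was not tested, except that a stricter threshold lowers a count by construction. Of 83 called named genes, 25 stayed past the threshold under each alternative that gave a value and 0 changed sign, while 55 were lost when at least 1 library was left out. Of 42 named genes that were not called, 29 became called with the replicate block, 25 with the replicate 1 term and 12 with replicates 2 and 3 alone. Statements above that edgeR called 0 members of a list were made with the main fit. Genes changed numbered 1069 (681 higher, 388 lower). Leaving out 1 library gave 183 to 1566 genes (160 to 807 higher, 23 to 815 lower). DESeq2 gave 1698 (911 lower), effective length offsets 367 (281 higher, 86 lower), limma on log2(TPM + 1) 642 (44 lower), limma on log2(TPM + 0.1) 630 (44 lower), an adjusted p under 0.05 402 (315 higher, 87 lower) and the log2 fold change threshold 107 (90 higher, 17 lower). With the length trend removed 312 genes were higher, and with the length and GC trend removed 365 were higher and 589 lower. The term for replicate 1 gave 3863 (2055 higher, 1808 lower) and replicates 2 and 3 alone 2586 (1304 higher, 1282 lower). RLE size factors, limma-voom, either count filter and protein-coding genes alone kept the total within 1.5 times.

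The replicate numbers were checked as a possible pairing. Residual correlations of libraries with the same number were 0.177, 0.0514 and 0.0675. Neither the study nor the labels state a pairing, and the numbers were not treated as pairs in the main test. Each library did correlate best with its own number among the libraries of the other group, which is a hint from the data and not from the design. A pairing is therefore not excluded. The first principal component (29.1% of the variance) separated auxin from DMSO, and the second (22.6%) separated both replicate 1 libraries from replicates 2 and 3. The replicate block gave 4864 genes (2559 higher, 2305 lower) and 4282 (1539 higher, 2743 lower) with the length and GC trend removed, and 0 transcripts (0 higher, 0 lower).

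For transcripts (2 called, 1 higher and 1 lower), DESeq2 gave 1030 (545 higher, 485 lower), limma-voom 8 (7 higher), no count filter 6 (3 higher, 3 lower), the stricter filter 29 (23 higher, 6 lower) and genes with 1 kept transcript 24 (19 higher, 5 lower). Leaving out 1 library gave 0 to 1 transcripts (0 to 1 higher, 0 lower). Of 26 lists, 10 were called, 8 by fry, 9 to 12 with 1 library left out, 1 with an estimated correlation, and 1 with the trend removed and an estimated correlation, the aryl hydrocarbon receptor targets in both. Of the MCM2-7 subunits, 0 were called, against 1 (MCM7) with the replicate block, with the length and GC trend removed and with the replicate 1 term, and 2 with the block and the trend removed together. Signs of genes that were not called changed as follows. On log2(TPM + 1) and log2(TPM + 0.1), the log2 fold change was 0.0170 and 0.0170 for MCM2, 0.0461 and 0.0463 for MCM3, 0.0335 and 0.0337 for MCM5, and 0.00604 and 0.00616 for MCM6. Leaving out 1 library, MCM3 and MCM6 ranged from -0.0398 to 0.0170 and from -0.0567 to 0.0451. STAG1 was at -0.0408 with the length trend removed, -0.0366 with GC as well and -0.0355 with the block added. BRCA2 was at -0.0107 with effective length offsets, and MT-ND3 at 0.000490 with the length and GC trend removed and 0.000741 with the block added. The difference in detected genes was 259, between 80.5 and 379 when 1 library was left out.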

Other observations

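The tests of the length trend, of a single library and of the origin of the receptor response were chosen only after the result was seen, while those of the splits, of transcripts present in 1 group and of neighbouring genes were fixed before. The test of neighbouring genes used the trend removal, which was itself chosen after seeing the data. By annotation class, 662 of 14585 tested protein-coding genes were higher and 379 lower in auxin, against 5 higher and 1 lower of 348 lncRNAs and 13 higher and 8 lower of 824 pseudogenes. Calls were made for 7.14% of the protein-coding genes and 1.72% of the lncRNAs. Expression levels were not matched between the classes, so the shares may differ through the power of the test.

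The 6 libraries can be split into 3 against 3 in 10 ways, which is too few for a share under 0.05. The real split gave 1069 genes and the highest of the others 1, and 1 split, the real one, gave as many. For transcripts the real split gave 2 and the highest of the others 0. The other splits each mix auxin with DMSO libraries, so a treatment difference widens the spread within groups and lowers the calls. These contrasts therefore do not measure how many calls an arbitrary grouping of untreated libraries would give. For gene lists the real split gave 10 and the highest of the others 9, so camera with a preset correlation called lists in splits that mix the treatments.

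The rise of the aryl hydrocarbon receptor targets was weighed against technical and biological sources. The length and GC trend between libraries does not account for it, since all 8 called members stayed called with the trend removed and their list kept a median log2 fold change of 0.29. A single library does not account for it either, since at least 5 of the 8 members stayed called when any 1 library was left out (5 without auxin replicate 2 and 5 without DMSO replicate 2). Indole compounds are known ligands of this receptor, so a candidate explanation is that 3-indoleacetic acid, or a product of it, acted on the receptor without MCM2 loss. The series holds 0 libraries of cells without the degron. An effect of the chemical and an effect of MCM2 loss therefore cannot be told apart for these genes, or for any other gene or list.

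The fall of the ribosomal protein mRNAs was weighed against the length and GC trend. With the trend removed the median log2 fold change of the 60 members moved from -0.15 to -0.09 (value -0.0854), against -0.02 for all genes, with an SD of 0.03 between members. All 3 auxin libraries still lay below all 3 DMSO libraries in mean level (exact permutation p = 0.1, the smallest possible). The trend may therefore account for part of the fall. Whether it accounts for all of it cannot be decided here. The members are correlated (estimated correlation 0.713 with the trend kept), so the SD between them does not measure the spread between libraries. Calls went from 18 to 2 members, and the camera adjusted p with an estimated correlation was 0.418. Whether any remaining fall follows MCM2 loss, auxin itself or another property of the libraries was not tested.

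Some transcripts were present in all 3 libraries of 1 group (at least 0.5 CPM) and near absent from the other (below 0.05 CPM in each). There were 43, of which 28 were present in auxin and 15 in DMSO, and 0 were called by edgeR's transcript test. Of the 42 with a tested gene, 11.9% belonged to a gene called in the same direction, and for 90.5% the gene differed less than 1.5-fold. Of the 10 splits of the libraries, 2 gave as many, and the highest of the others was 43. These values may reflect estimated counts moving between isoforms of a gene from library to library. In APC2, transcript ENST00000233607.6 stood at 2.69 CPM in auxin and 0.0108 CPM in DMSO while ENST00000590469.6 moved the opposite way, and the gene's log2 fold change was -0.03.

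As a hypothesis, genes that lie next to each other may change together when a chromatin-bound barrier is lost. Over 9770 adjacent pairs within 100 kb, the Spearman correlation of log2 fold changes with the length and GC trend removed was 0.0518, above the highest of 10000 shuffles of gene order (0.0445, one-sided permutation p = 1e-04, the smallest they can give). Other splits of the libraries gave 0.00557 to 0.0435, and the real value exceeded the highest of them by less than their SD of 0.0116. With the trend kept, the value was 0.0582, and other splits exceeded it, at 0.105, 0.0749, 0.0705 and 0.0639. The outcome written before this value was seen, a value above each shuffle and each other split with the trend removed, was met. Removal of the trend was itself chosen after seeing the data, and with the trend kept the outcome was not met. The requirement to exceed the other splits by more than their SD was made after the value was seen. Every split gave a positive value, so a value above the shuffles does not by itself point to the treatment. The other splits, with a median of 0.0274, each keep part of the treatment contrast, and 10 splits are too few for a share under 0.05, so the hypothesis stays open.

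The study tested transcripts with sleuth and reported its calls as genes. All counts here differ from its values in the tool, and counts from the gene test also in the level. The gene test here called 1069 genes, 681 higher and 388 lower. Each of these is higher than the value quoted from the study above. Without auxin replicate 2 it called 183 genes, 160 higher and 23 lower. With all libraries and a required difference over 1.5-fold it called 107, 90 higher and 17 lower. Each of these is lower than the value quoted from the study above. Without auxin replicate 3 it called 336 genes and 275 higher, without DMSO replicate 3 251 and 202, and on log2(TPM + 1) 642 and 598. Each of these is higher than the value quoted from the study above. The genes called lower under these settings numbered 61, 49 and 44. Each of these is lower than the value quoted from the study above. The transcript test with edgeR, which had little power in the simulations, called 2 transcripts, 1 higher and 1 lower. Each of these is lower than the value quoted from the study above. DESeq2 called 1030 transcripts, 545 higher and 485 lower. Each of these is higher than the value quoted from the study above.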
